A study of Mus musculus with 6 samples. Its data were reported in "Histone deficiency and hypoacetylation in the aging retinal pigment epithelium" (2024).

How the data were processed

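RNA was measured in RPE/choroid, the pigmented cell layer behind the retina together with the vascular layer beneath it, scraped from the eyecups of C57BL/6J mice. There were 3 libraries from young mice and 3 from aged mice. The labels give the young age as 1 to 2 months. They give the aged range as 20 to 24 months in the titles and as 22 to 24 months in the time label. Every mouse is labelled male, whereas the methods of the study name both sexes. The study also gives a higher age range for the young mice than the labels do, so their age is uncertain. The libraries were prepared from total RNA after removal of ribosomal RNA, with a stranded kit and without selection for poly(A) tails, so transcripts that lack a tail, among them most histone mRNAs, could be read.

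The authors trimmed the reads with BBDuk, aligned them with STAR to Ensembl transcripts of the mouse build GRCm38, estimated abundances with Sailfish, scaled them by total count and compared the groups with DESeq2. The labels do not state how reads that fit several genes were divided, and Sailfish shares them out in proportion. The processed file analysed here is 1 table of that comparison, with 1 line per gene and no value per library. It held 0 columns of values that name a sample. The number of reads per library is therefore unknown here, and no SD, range over mice or leave-one-out value could be computed.

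The deposited baseMean, a normalized signal that is never negative, is the mean over all 6 libraries after the authors' scaling. Fold changes and their standard errors were deposited by the authors on the log2 scale. The deposited Wald score is the fold change divided by its standard error, and the authors' table gives it for each gene with a fold change. Each p-value and adjusted p-value was deposited by the authors from DESeq2. The file does not state the direction of its sign. It was taken as young over aged from the counts of higher and lower genes given in the study, so the match with that split follows by construction and every direction reported depends on it. The sign was reversed throughout, so that a positive value is a rise in aged mice. The largest standard error in the table was 0.46, and the median among the 5064 genes with a fold change and a baseMean under 2 was 0.24, below the 0.43 of tested genes with a baseMean under 30. Standard errors that fall where counts are lowest are what shrinkage of the fold changes towards 0 gives, but neither the file nor the methods of the study state it, so it is an inference. If it holds, changes of low and variable genes are understated.

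The table holds 33924 gene symbols. A baseMean of 0 was listed for 7243 of them. A fold change but no p-value was listed for 160 genes, which is what the authors' tool gives to a gene in which 1 library lies far from the others. A p-value but no adjusted p was listed for 7885 genes, all with a baseMean of at most 7.07. The remaining 18636 genes are called tested. Recomputing the Wald p and the Benjamini-Hochberg adjustment from the deposited columns gave the deposited values to within 0.449% and 0.572%. Of the symbols, 25 had been turned into dates by a spreadsheet and were left as they stand.

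No test per gene was rerun: because the table has no counts, the authors' deposited DESeq2 values are described, and a gene is said to differ where the adjusted p is under 0.05. Adjusted p-values over a list alone are Benjamini-Hochberg adjustments of the deposited p within that list. The set tests planned on values per library were replaced by the limma function cameraPR (limma 3.58.1, R 4.3.3) on the deposited Wald score with the sign reversed, with a preset inter-gene correlation of 0.01. It asks whether the genes of a list rank differently from the other genes tested. Neither fry nor an estimated correlation could be run, so a preset of 0.05 was added. Beside each set test, the median fold change of the list was placed among 10000 random lists matched on baseMean in 20 bins.

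Gene lists were written before the data were examined, as were the threshold, the alternatives and the rule for naming genes. They are 114 histone genes, 11 genes of the histone locus body, the nuclear body in which histone genes are transcribed, a panel of 19 factors of the senescence-associated secretory phenotype (SASP) taken from the study, a broader SASP list of 60 genes, 17 histone acetyltransferases, 18 histone deacetylases, and 12 marker lists. The marker lists cover proliferation, fibrillar extracellular matrix, rod photoreceptors, RPE, melanocytes, endothelium, macrophages, B and plasma cells, T and NK cells, mast cells, skeletal muscle and lens crystallins. No gene is on more than 1 of the marker lists. A list of 26 markers of other retinal cells was added after the values had been seen. Genes named are the 5 with the largest rise and the 5 with the largest fall among genes that differ with a baseMean of at least 100, the histone genes that differ, H3f3a and H3f3b, Hinfp, Npat, Casp8ap2 and Sirt4, the SASP panel genes that do not differ, and a set of markers of senescence, sex and cell type fixed in advance, of which 1 is not reported here. Any other gene named was chosen after its values were seen.

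Coordinates come from GENCODE M21, which uses the build of the authors' transcripts but another release. Of the 33924 symbols, 28514 matched directly and 2415 through an older symbol, and 96.2% of the genes tested had an annotation. For each histone gene, the share of 31-base words of its transcripts that occur in no other gene was counted, since reads from near-identical histone genes can be assigned to the wrong one. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.

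The calling step was tested on simulated data with the abundances and standard errors of the 18636 genes tested, of which 200 with a baseMean of at least 100 were changed by a log2 fold change of 1 in either direction. It recovered 91.5% of them, and 6.15% of its calls were false. Recovery of genes under that baseMean was not tested. The set test was tested on 100 simulated tables of 18636 genes with a list of 70 members, and called 98 shifted lists and 3 lists that had not been shifted. The simulated genes were drawn independently of each other. The rate of false calls for lists whose genes vary together was therefore not tested.

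Alternatives run were an adjusted p under 0.01, a baseMean of at least 10 with the adjustment recomputed, no filter on low genes with the adjustment recomputed, an absolute log2 fold change of at least 1, histone genes of the Hist1 to Hist4 clusters only, and the broader SASP list. Added after the data had been seen were a calculation of p from the Wald score for the genes without one, centring of the fold changes on the median of genes with a baseMean of at least 100, the preset correlation of 0.05, and the set test on clustered histone genes only. The principal component analysis was left out because it needs values per library. The poly(A)-selected libraries that the study also describes were not analysed here.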

Results

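To ask how the transcriptome of RPE/choroid differs between young and aged mice, total RNA from 3 young and 3 aged C57BL/6J mice was sequenced after removal of ribosomal RNA. The values are those of the authors' deposited table, which gives for each gene 1 mean over the 6 libraries (baseMean, in normalized counts), 1 log2 fold change with its standard error (SE) and 1 adjusted p from DESeq2. Replicate error enters only through the SE, because no value per mouse was analysed here. Depth per library is likewise unknown here. The baseMean values summed to 19192071 normalized counts over 33924 genes, and the 10 most abundant genes held 7.01% of that sum.

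Precision followed abundance. In the authors' deposited table, the median SE of the log2 fold change was 0.43 among the 3300 genes tested with a baseMean under 30 and 0.14 among the 1166 with a baseMean of 3000 or more. The smallest absolute log2 fold change that passed the threshold was 0.94 in the first group and 0.29 in the second. Changes smaller than these were not called at the respective abundance.

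Of the 18636 genes tested, 3949 (21.2%) differed between aged and young mice by the adjusted p of the authors' deposited table. Expression was higher in aged mice for 2100 genes and lower for 1849. The stricter requirement of an absolute log2 fold change of at least 1 moved this count most and left 1542 genes, 681 higher and 861 lower. When fold changes were centred on the median of abundant genes, which was 0.06, the number was 3939, of which 1650 were higher and 2289 lower, so the balance between rises and falls depends on the scaling. At an unadjusted p under 0.05 there were 6075 genes.

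Rises and falls differed in size. The authors' deposited table gave a median log2 fold change of 0.70 for the genes higher in aged mice and of -0.95 for the genes lower in aged mice. At the extremes the order turned, with 177 genes at a log2 fold change of at least 2 and 54 at -2 or below. A log2 fold change of at least 4 was reached by 20 genes, and 0 genes fell as far.

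**Figure D1:**
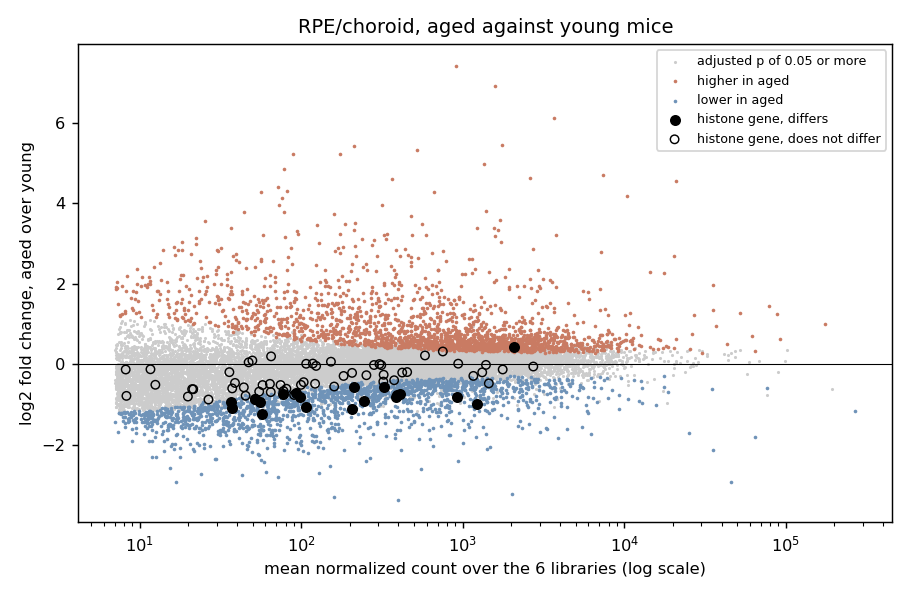
Log2 fold change (aged over young) against the mean normalized count over the 6 libraries on a log axis, 1 point per gene tested, coloured where the adjusted p is under 0.05, with the 72 histone genes tested as black circles (filled where they differ). Rises reach 7.41 and falls reach -3.38, and 61 of the 72 histone genes lie below 0.

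The 5 largest rises by the authors' deposited table were those of Cd5l, Atp6v0d2, Lyz1, Itgax and Cd200r4. Cd5l, on chromosome 3 at 87357881 to 87371073 (GRCm38), had the largest log2 fold change in the authors' deposited table, 7.41 (SE 0.28, adjusted p 2.29e-150), at a baseMean of 908. For Atp6v0d2, on chromosome 4 at 19876841 to 19922605, the authors' deposited table gave a log2 fold change of 6.90 (SE 0.22, adjusted p 2.98e-207). The log2 fold change of Lyz1 on chromosome 10 was 6.12 (SE 0.20) in the authors' deposited table. Only a share of 0.658 of its 31-base words occurs in no other gene, and its neighbour Lyz2, with 4.09 (SE 0.17), had no p-value, so the division of reads between them is uncertain. Itgax and Cd200r4 followed in the authors' deposited table with 5.43 (SE 0.18) and 5.41 (SE 0.31).

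The 5 largest falls by the authors' deposited table were those of Kera, Col6a6, H19, Col1a1 and Adamts16. Kera, on chromosome 10 at 97606879 to 97613692, had a log2 fold change of -3.38 (SE 0.41, adjusted p 1.58e-14) in the authors' deposited table. Col6a6 and the long non-coding RNA H19 followed with -3.30 (SE 0.24) and -3.23 (SE 0.17) in the authors' deposited table. Among these genes, Col1a1, on chromosome 11 at 94936224 to 94953042, was the most abundant, with a baseMean of 45848 and a log2 fold change of -2.91 (SE 0.17, adjusted p 1.31e-60) in the authors' deposited table. Adamts16 had -2.70 (SE 0.37) in the authors' deposited table. The SEs of Kera, at a baseMean of 397, and of Adamts16, at 128, were large for their abundance. The median SE was 0.16 among genes tested with a baseMean of 300 to 1000 and 0.21 among those of 100 to 300. Whether a difference in the tissue taken lies behind this was not tested.

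The study asked whether histone genes are expressed at a lower level in aged RPE. Of the histone genes listed, 19 stood at a baseMean of 0, 22 were under the abundance limit, 1 (H3f3b) had no p-value, and 72 were tested. By the adjusted p of the authors' deposited table, 19 were lower in aged mice and 1 was higher. Adjusted over the list alone, 23 were lower and 1 was higher. The median log2 fold change of the 72 genes was -0.51, and 61 of them were lower in direction. As a set they ranked below the other genes tested (limma cameraPR, a p-value of 7.66e-06), and 0 of 10000 random lists matched on abundance had a median as low. The middle 95% of those random medians ran from -0.19 to 0.05. The clustered genes alone gave 18 calls, 17 of them lower.

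Within the families, the genes lower in aged mice were 3 of 7 for H1, 3 of 19 for H2A, 6 of 16 for H2B, 5 of 15 for H3 and 2 of 13 for H4. The falls ran from -0.56 to -1.24 in the authors' deposited table. H1f0, the single-copy linker histone gene on chromosome 15 at 79028450 to 79030504, had the lowest adjusted p in the authors' deposited table, 5.02e-13, with a log2 fold change of -0.98 (SE 0.13). Hist1h3d on chromosome 13 fell by 1.24 (SE 0.28, adjusted p 0.000187) in the authors' deposited table. The other genes lower in aged mice were Hist1h2bg, Hist1h1e, Hist2h2be, Hist1h1d, Hist2h2bb, Hist1h4m, Hist4h4, Hist1h3b, H2afy2, Hist1h2bf, Hist1h2bn, Hist1h2bk, Hist1h2ae, Hist1h2af, Hist1h3e, Hist1h3i and Hist1h3c. Of the 20 genes that differed, 15 lie between 21754123 and 23752886 on chromosome 13.

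Hist1h2bc was the gene that was higher, with a log2 fold change of 0.43 (SE 0.16, adjusted p 0.0398) in the authors' deposited table. Its adjusted p was 0.0910 after centring and 0.0558 without a filter on low genes. H3f3a was lower by direction, at -0.29 (SE 0.14, adjusted p 0.118) in the authors' deposited table, and passed the threshold only after centring (adjusted p 0.0466). H3f3b, with no p-value, had -0.13 (SE 0.13) in the authors' deposited table.

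**Figure D2:**
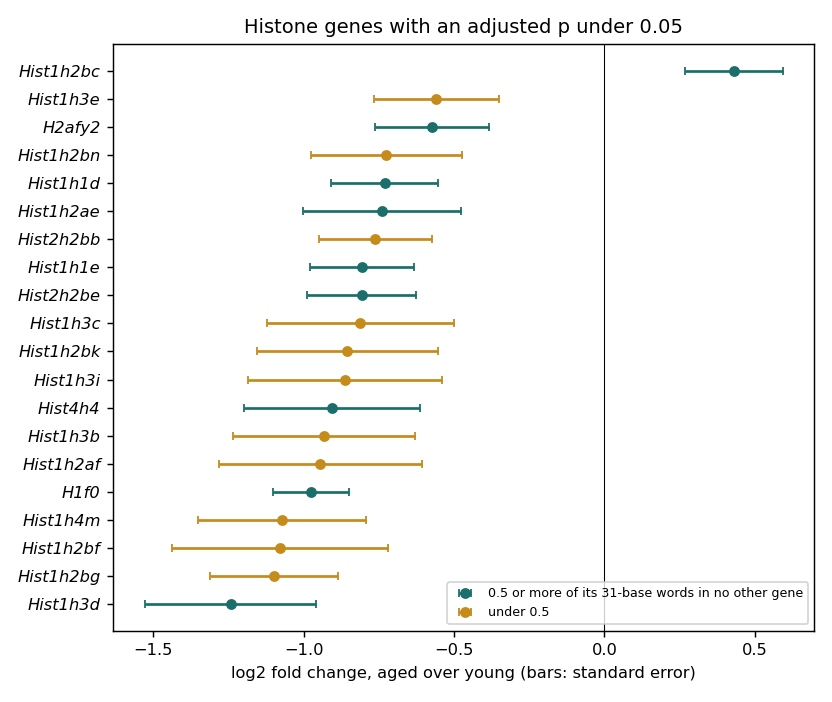
Log2 fold change (aged over young) with its standard error for the 20 histone genes with an adjusted p under 0.05, coloured by the share of the gene's 31-base words found in no other gene. Falls run from -0.56 to -1.24, Hist1h2bc lies at 0.43, and 11 of the 19 lower genes have a share under 0.5.

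The fall differed between kinds of histone gene. The 59 tested genes of the Hist1 to Hist4 clusters had a median log2 fold change of -0.56, and the 13 genes with other symbols had -0.02. The 37 histone genes with under 0.5 of their words to themselves had a median of -0.62, and the 35 with at least 0.5 had -0.20, a difference larger than permutation of the genes gives (permutation p = 0.00048, two-sided, 100000 permutations). Among the clustered genes alone the medians were -0.67 for 34 genes and -0.43 for 25, a smaller difference (permutation p = 0.0124), as genes with other symbols lie mostly in the group with at least 0.5. Reads of the first group can be assigned to a near-identical gene, so their single values are uncertain. Among the 52 histone genes that did not differ, 40 had a 95% interval that includes a fall of 0.5, so such a fall was not excluded for them at this precision.

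The 5 most abundant of the 67 clustered histone genes with a fold change held 52.7% of their summed baseMean and went both ways, from -0.47 for Hist1h4d to 0.43 for Hist1h2bc in the authors' deposited table, and 1 of them differed. Hist1h1c, at a baseMean of 2733, had -0.06 (SE 0.13, adjusted p 0.803) in the authors' deposited table. With group means worked out from baseMean and fold change, the summed signal of the clustered genes was 16.3% lower in aged mice, a log2 ratio of -0.26.

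Classes of RNA other than histone mRNA were compared in the same table. In the authors' deposited table, 130 of 131 genes for small nuclear and small nucleolar RNA were lower in aged mice by direction, 38 of them with an adjusted p under 0.05, and their median log2 fold change was -0.76. The 1295 long non-coding RNA genes tested had a median of -0.51, and the 15256 protein-coding genes one of 0.03.

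**Figure D3:**
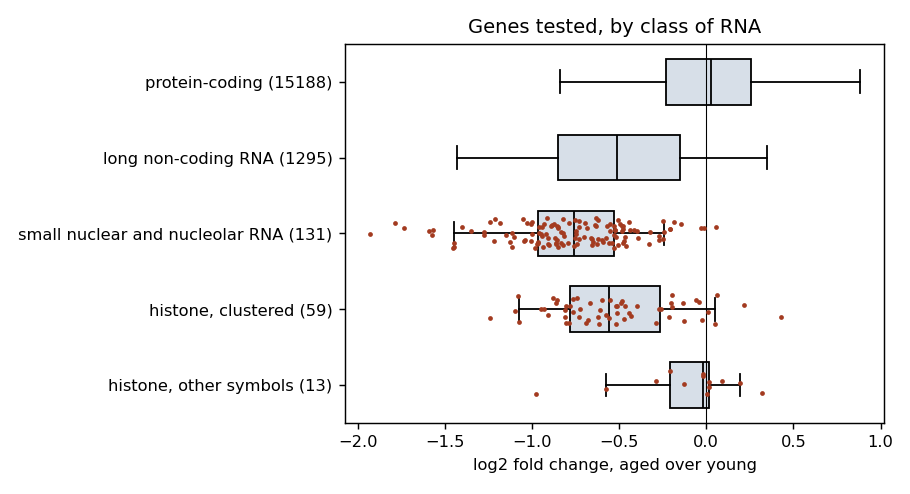
Log2 fold change (aged over young) of the genes tested by class of RNA, with boxes from the lower to the upper quartile, a line at the median, whiskers from the 5th to the 95th percentile, 1 dot per gene in the smaller classes, and histone genes left out of the protein-coding class. The medians of small nuclear and nucleolar RNA (-0.76), long non-coding RNA (-0.51) and clustered histone genes (-0.56) lie below that of protein-coding genes.

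Genes of the histone locus body were compared because the study ties them to the transcription of histone genes and the processing of their transcripts. Of the 11 genes listed, 10 were in the table under their symbol, and all 10 were tested. Npat, on chromosome 9 at 53537047 to 53574342, was the only one that differed, with a log2 fold change of -0.38 (SE 0.14, adjusted p 0.0400) in the authors' deposited table. Without a filter on low genes its adjusted p was 0.0561, and adjusted over the list alone 0 genes differed. At an unadjusted p under 0.05 there were 2 lower genes and 1 higher gene. Hinfp had -0.37 (SE 0.17, adjusted p 0.111) and Casp8ap2 had 0.04 (SE 0.12, adjusted p 0.858) in the authors' deposited table. After centring, Npat had -0.44 (adjusted p 0.0126), Hinfp had -0.44 (adjusted p 0.0535) and Casp8ap2 had -0.02 (adjusted p 0.923).

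The SASP panel is a set of secreted factors that the study shows from these samples, so its count is not independent evidence. Of its 19 genes, 18 were tested, and 16 were higher in aged mice, both over all genes and adjusted over the list alone, with 0 lower at an unadjusted p under 0.05. Values ran from 0.23 to 4.97 in the authors' deposited table, with Mmp12, on chromosome 9, at the top (SE 0.18, adjusted p 1.71e-171). Igfbp4 (0.23, SE 0.15, adjusted p 0.296) and Ccl11 (0.45, SE 0.24, adjusted p 0.182) did not differ in the authors' deposited table, and Cxcl12, at 0.52 (SE 0.20), had no p-value. Of the broader list of 60 genes, which holds 18 of the panel, 47 were tested, 27 were higher and 2 were lower, and adjusted over the list alone 28 were higher and 2 lower. As for inducers and markers of cell-cycle arrest, Cdkn1a had 0.68 (SE 0.27, adjusted p 0.0582) and Lmnb1 had 0.04 (SE 0.18, adjusted p 0.917) in the authors' deposited table. Cdkn2a, with 0.60 (SE 0.41) at a baseMean of 2.35, was too low for an adjusted p in the authors' deposited table.

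Enzymes that add or remove histone acetyl groups were compared next. Of the 17 acetyltransferase genes and 18 deacetylase genes, all tested, 0 differed, also adjusted over each list alone. At an unadjusted p under 0.05 there was 1 acetyltransferase gene, Kat2b, and there were 0 deacetylase genes. Median SEs of 0.14 and 0.16 leave small changes undetected. Sirt4 had a log2 fold change of -0.46 (SE 0.25, adjusted p 0.180) in the authors' deposited table.

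Marker lists were compared to describe the tissue. Of the 12 lists, 7 shifted by limma cameraPR with adjustment over the 12 lists, 4 up and 3 down. Macrophage markers had a median log2 fold change of 2.12 (adjusted p 4.48e-67), with 14 of 15 genes higher. Mast cell markers had 2.42 (7 of 7 higher), T and NK cell markers 1.81 (13 of 15 higher) and B and plasma cell markers 0.31 (3 of 10 higher, adjusted p 0.00132). Fibrillar matrix genes had -1.12, with 18 of 25 lower and 2 higher. Skeletal muscle genes had -0.65 (4 of 11 lower, adjusted p 0.0143) and proliferation genes -0.39 (3 of 30 lower and 1 higher, adjusted p 0.0246). Under the preset correlation of 0.05, the adjusted p of the proliferation list was 0.129 and the other 6 lists remained past the threshold. RPE (0.23), rod photoreceptor (0.20), endothelium (-0.17), melanocyte (-0.20) and lens crystallin (-0.28) markers did not shift by this test. Against random lists matched on abundance, however, the endothelium and melanocyte medians lay below the middle 95%, which began at -0.07 and -0.10. Muscle was to be removed in the dissection that the study describes. The 12 muscle genes with a fold change had a median SE 1.35 times that of random lists matched on abundance, and 10 of 10000 lists had one as high. Their shift is therefore not told apart from a differing amount of muscle in the libraries.

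**Figure D4:**
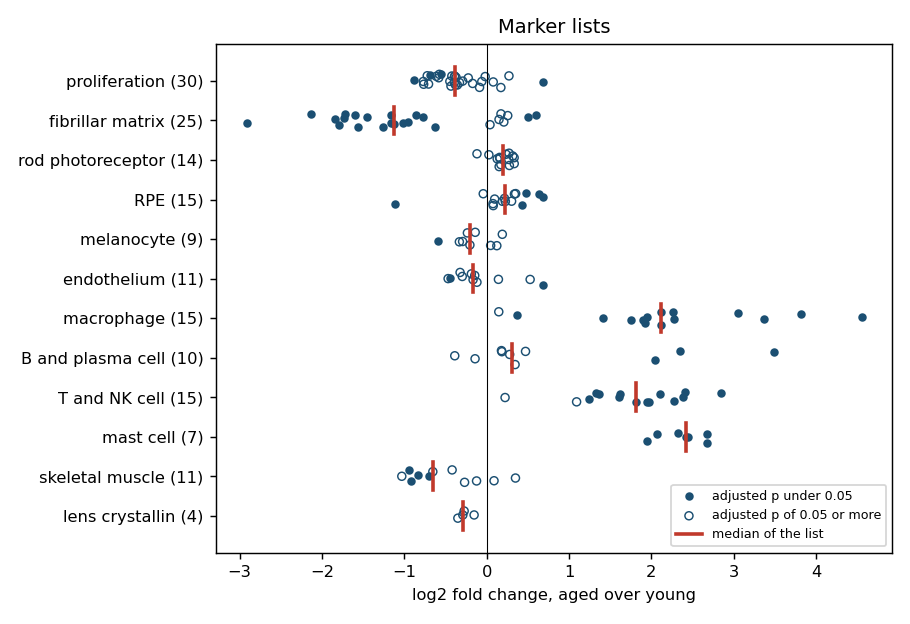
Log2 fold change (aged over young) of each gene tested on the 12 marker lists, filled where the adjusted p is under 0.05, with a red line at the median of the list and the number of genes tested in brackets. Medians run from -1.12 for fibrillar matrix to 2.42 for mast cells.

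Single markers of the tissue followed these lists. Rpe65, the RPE retinoid isomerase, had a log2 fold change of 0.10 (SE 0.16, adjusted p 0.724) in the authors' deposited table. Mki67 had -0.42 (SE 0.20, adjusted p 0.110) and Top2a had -0.56 (SE 0.19, adjusted p 0.0187) in the authors' deposited table. For sex markers, the authors' deposited table gave a baseMean of 19.2 for Xist and of 4898 for Ddx3y, and Ddx3y had a log2 fold change of 0.05 (SE 0.16, adjusted p 0.874). After centring, Lmnb1 and Ddx3y had -0.03 and -0.02.

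The SE of retinal and lens genes was larger than their abundance gives. The 14 rod photoreceptor genes had a median SE of 0.40 in the authors' deposited table, against 0.14 in random lists matched on abundance. A p-value was missing for 10 of the 14 lens crystallin genes.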

Values the study reported

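The study reported 33,924 mapped transcripts from its rRNA-depleted libraries. It reported 3949 genes with a changed expression between young and aged RPE/choroid at an adjusted p-value under 0.05, with 1849 higher and 2100 lower in the young tissue. Of 114 histone variants, 20 genes were reported to differ. By qPCR, the study reported expression in aged tissue of 0.70 fold for Hinfp, 0.81 fold for Npat and 0.86 fold for Casp8ap2. Its transcriptome analysis also reported all of these genes as significantly lower in aged tissue, in the section that introduces its poly(A)-selected libraries. Those libraries were not analysed here. Selected histone genes were likewise reported as lower by qPCR, and histone proteins by Western blot.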

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

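The alternatives of fold-change minimum, threshold, low-value filter and list were fixed with the rest of the plan. The use of the Wald score for genes without a p-value, the centring, the second preset correlation and the set test on clustered histone genes were chosen after the data had been seen. No paired analysis was possible because the table holds no value per library. For the same reason the fits that leave out 1 library, the replicate block, other tests and normalizations, the pseudocount, a minimum mean in every group, the principal component analysis with its alternatives, fry, an estimated inter-gene correlation, the sex markers per library and the count over other splits of the 6 samples were not run.

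The number of genes that differ stayed between 3581 and 4002 under both low-value filters, under the Wald score for genes without a p-value and under centring, against 3949. An adjusted p under 0.01 left 2520 genes (1447 higher and 1073 lower), and an absolute log2 fold change of at least 1 left 1542. Both are stricter by construction. Centring gave nearly the same number, 3939, of which 3499 were also among the 3949, but it moved the split from 2100 higher and 1849 lower to 1650 higher and 2289 lower.

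For histone genes, 8 were left by an adjusted p under 0.01 and 4 by an absolute log2 fold change of at least 1, all of them lower in aged mice. Without a filter on low genes 16 differed, all of them among the 20. Centring gave 24, all lower, of which 19 were among the 20 and Hist1h2bc was not. The set shift kept its direction and its side of the threshold under each alternative run, with medians from -0.58 to -0.29 and p-values from 4.01e-06 to 0.00604. The last is that of the preset correlation of 0.05.

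The single call among histone locus body genes was lost under 3 alternatives. With no filter on low genes, with an adjusted p under 0.01 and with an absolute log2 fold change of at least 1, 0 genes differed. More genes enter the adjustment in the first, and the others are stricter by construction. For the SASP panel, the count ran from 11 to 17 across the alternatives that keep the panel, and the broader list gave 29 genes, as it has more members. The count of 0 for acetyltransferase and deacetylase genes stayed at 0 under each alternative run. The number of shifted marker lists was 7 except under the preset correlation of 0.05, with 6.

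Of the 45 named genes followed, 3 changed direction, each after centring and each with a value near 0: Casp8ap2 to -0.0234, Lmnb1 to -0.0282 and Ddx3y to -0.0181. Among the rest, centring made 1 call stronger (H3f3a) and 1 weaker (Hist1h2bc). Without a filter on low genes 5 calls were weaker, under an adjusted p below 0.01 there were 14, and under the fold-change minimum there were 18. A baseMean of at least 10 changed 0 of the 45.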

Other observations

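The tests of cycling cells, of genes without a p-value, of macrophage number and of what lies behind the fall of small RNA were chosen only after the result was seen, as were the small RNA entries that the table lists under family names. The predictions of the other tests were written down before, but the list of other retinal markers used in 1 of them was drawn up after values had been seen. For 3 tests the procedure itself was changed after a first outcome. The macrophage test first asked for more than 0.5 of the markers to lie beyond 3 standard errors; with 6 of 15 that rule could not tell, and it was replaced by the number that a shared fold change gives. The small RNA test of the histone fall was first run on the 40 genes with a GENCODE type, with a median log2 fold change of -0.63 and the same verdict, before the entries under family names brought it to 131 and its rule was reworded. The test of the SE of small RNA was first run on all 131 genes, with a ratio of 1.07 and 1 of 10000 random lists as high, and then narrowed to the 37 with a baseMean of at least 100, because the SE of low genes lies near the largest of the table.

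The fall of histone genes was accompanied by a fall of other RNA that lacks a poly(A) tail or stays in the nucleus. In the authors' deposited table, 130 of 131 small nuclear and small nucleolar RNA genes were lower in aged mice by direction, with a median log2 fold change of -0.76, which is larger than the histone median of -0.51. Among the 37 of them with a baseMean of at least 100, all 37 were lower and the median was -0.85. The spliceosomal RNA families U1, U2, U4 and U6 had -0.97, -0.89, -0.86 and -1.11 in the authors' deposited table, with adjusted p-values of 0.0619, 0.00736, 0.0737 and 2.39e-05. The entry for 7SK, with 1.00% of the summed baseMean, had -0.62 (SE 0.27, adjusted p 0.0798) in the authors' deposited table. These entries and the long RNAs that follow were chosen after their values were seen. Long nuclear RNAs fell as well, Malat1 with an adjusted p of 1.75e-05, Neat1 by 0.85 (SE 0.20, adjusted p 0.000338) and Meg3 by 1.49 (SE 0.22, adjusted p 8.33e-10) in the authors' deposited table.

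Low abundance argues little for this fall, since random lists of protein-coding genes of the same abundance had medians of -0.23 or more in all but the lowest 2.5% of 10000 draws. A loss of short transcripts from the aged libraries stays open. Protein-coding genes with a transcript below 1000 bases had a median of 0.0432, but the median length of their transcripts was 783 bases and only 8 of the 672 were below 300, against a median of 130 bases for the small RNA genes with a GENCODE type. The 42 miRNA genes tested, with a median annotated length of 90.5 bases, had a median of -1.05, with 19 lower and 0 higher. The length of the RNA molecules read at these genes is unknown here, so their fall does not decide about a loss of short transcripts. Such a loss would not reach the 855 long non-coding RNA genes of at least 1000 bases, whose median was -0.51. Part of that value may go with low abundance, as protein-coding genes matched on abundance to all 1295 long non-coding genes had a median of -0.19. The share of small RNA may have differed between libraries whatever the age of the mouse: the 37 abundant small RNA genes had a median SE 1.87 times that of random lists matched on abundance, and 0 of 10000 such lists had one as high. This large ratio belongs to the narrowed test, and over all 131 genes it was 1.07. A lower share of nuclear or non-polyadenylated RNA in the aged libraries is therefore a candidate explanation for part of the histone fall that the tables leave open, and so is a real loss of both kinds of RNA with age. Libraries with 3 mice per group and no value per mouse here do not separate these. A measurement relative to another RNA without a tail, such as U6, would bear on it. The study also reported evidence from outside these libraries. By qPCR normalized to Gapdh, selected histone genes were lower in aged RPE/choroid, with no significant change in neural retina. By Western blot, histone proteins were lower in aged RPE/choroid. Both bear on whether the fall arises in these libraries alone, but neither measured small RNA.

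Other technical explanations for the histone fall were weighed. At the coarse scale of 5 bins each, gene length and GC content are argued against, as 95% of random lists matched on abundance, transcript length and GC content had medians above the histone median by a wide margin, with a lower bound of -0.0771. Many clustered histone transcripts are shorter than the 783 bases typical of protein-coding genes below 1000 bases. Bins this wide may not match them, so a loss of short transcripts stays open for histone genes too. Assignment of reads between near-identical genes is not the whole cause, because histone genes with at least 0.5 of their words to themselves were also lower as a set (limma cameraPR, a p-value of 0.00391). Assignment of reads may still have added to the fall, as the genes with fewer words of their own fell further. Across the 59 clustered genes, the log2 fold change rose with baseMean (Spearman's rho 0.37, Pearson's r with log10 baseMean 0.39, permutation p of 0.00424 and 0.00201, 0.00636 and 0.00402 after adjustment) and with the share of own words (rho 0.36, r 0.31, permutation p of 0.00636 and 0.0178, 0.00636 and 0.0178 after adjustment). These 2 relations are across genes, which are not independent replicates.

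The clustered histone genes are mainly expressed during DNA synthesis, so fewer cycling cells in aged tissue is a further candidate explanation. The proliferation list was lower as a set, with an adjusted p of 0.0246 by limma cameraPR and a median log2 fold change of -0.39, which goes with it, although the list passed the threshold only at the lower preset correlation. Its genes of DNA synthesis, chosen after their values were seen, were mixed. By the adjusted p of the authors' deposited table, Pcna (0.27, SE 0.14), Mcm3 (0.08, SE 0.17), Tyms (-0.02, SE 0.20), Mcm6 (-0.09, SE 0.16) and Mcm2 (-0.17, SE 0.16) did not fall, while Uhrf1 (-0.88, SE 0.23) and Ccne2 (-0.69, SE 0.24) did. Mcm5 (-0.39, SE 0.19, adjusted p 0.140) and Rrm2 (-0.72, SE 0.31, adjusted p 0.0853) were lower only at an unadjusted p under 0.05. Of the 30 genes on the list, 26 were lower in direction. At an unadjusted p under 0.05, 10 were lower and 2 higher. The explanation stays open. Age itself stays open as an untested explanation. A comparison of H1f0 with the proliferation list was dropped, since a single gene named for its low adjusted p decides nothing.

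Summed over the 95 histone genes with a fold change, the signal worked out from baseMean and fold change was 13.8% lower in aged mice, a log2 ratio of -0.21. The 5 most abundant genes held 49.3% of it and 1 of them differed. Transcript abundance of this kind carries no SE of its own here. The Rnu7 gene of the histone locus body list is not in the table under that symbol, but an entry named U7 is. It had a log2 fold change of -1.05 (SE 0.41, adjusted p 0.0469) in the authors' deposited table at a baseMean of 25.3, similar to the other small nuclear RNAs.

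Macrophage markers did not rise together. Csf1r and Mrc1 had log2 fold changes of 0.37 (SE 0.13) and 0.15 (SE 0.14), whereas Ctss, Trem2, Cd68 and Tyrobp had 4.56 (SE 0.17), 3.82 (SE 0.19), 3.37 (SE 0.14) and 3.05 (SE 0.17) in the authors' deposited table. A larger number of otherwise unchanged macrophages would raise all 15 by the same factor, but 6 lay more than 3 standard errors from their median, where 0.0405 are given by error alone. A change in the state of the macrophages, or the arrival of another kind, may lie behind the rise. The rise of Mmp12 and Mmp3 in the SASP panel was not tested for its source, as whole tissue does not tell which cells made the RNA.

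Rod genes had a median SE 2.87 times that of random lists matched on abundance, at similar means in both age groups. If the amount of neural retina differed between libraries, markers of other retinal cells would vary too, and their median SE was 2.04 times the matched value, with 0 of 10000 lists as high. That is consistent with a varying amount of neural retina, and it leaves changes of photoreceptor genes with age undetected at this precision. The genes without a p-value held 10 of the 14 lens crystallin genes (Fisher's exact test, one-sided, adjusted over 19 lists, p = 8.42e-19), which fits lens tissue in 1 library. The other 150 such genes include further crystallin genes (Cryga and Cryge) as well as Ttn, Lyz2 and H3f3b. A count of genes outside the lens list was dropped as a test, because the length of the list fixes it, so what lies behind them stays open. Had the genes without a p-value been given one from the Wald score, 47 would differ, 23 higher and 24 lower. Lyz2 (4.09), Myoc (1.73) and Anxa4 (1.46) are among the higher ones in the authors' deposited table. Which library was responsible cannot be seen in a table without values per library. Every gene of the lens list was lower in aged mice by direction, however. If 1 library held more lens tissue, that direction goes with a young library.

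The low Xist value beside the high Ddx3y value goes with the label of male for every mouse. Of the other Y genes, Eif2s3y was lower in aged mice, at -0.83 (SE 0.20, adjusted p 0.000294), Kdm5d had -0.47 (SE 0.20, adjusted p 0.0876) and Uty, without a p-value, had -0.43 (SE 0.21) in the authors' deposited table.

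A global offset of the scaling does not account for the genes that differ, since 88.6% of them still differed after centring, although centring turned the split from 2100 higher and 1849 lower to 1650 and 2289. Among the 11943 protein-coding genes with a baseMean of at least 100, the log2 fold change fell with genomic length (Spearman's rho -0.11 across genes, which are not independent replicates). In 5 groups of genes ordered by genomic length, the median went from 0.10 in the shortest to -0.02 in the longest. Given transcript length, GC content and abundance, the rank correlation was -0.0381, so most of it is shared with these properties and gene length and GC content may account for it.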
